A study of Mus musculus with 9 samples. Its data were reported in "Cyclic GMP-AMP synthase promotes the inflammatory and autophagy responses in Huntington disease" (2020).

How the data were processed

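Ribosome footprints were measured in 3 immortalized mouse striatal cell lines, with 3 libraries per line. The control line carries Htt alleles that encode 7 glutamines, the HD-het line carries 1 such allele and 1 knock-in allele with 111 glutamines, and the HD-homo line carries 2 alleles with 111 glutamines. Immortalized striatal cells are precursor cells from the embryonic mouse striatum, the brain region most damaged in Huntington disease, that divide in culture. Per the labels, cells were treated with cycloheximide, which halts elongating ribosomes, for 10 min, and RNA of the 80S monosome fraction was isolated. Fragments of 26 to 32 nt were cut from a gel, depleted of ribosomal RNA and made into small RNA libraries.

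The authors deposited raw counts of ribosome-protected fragments per gene symbol, 1 column per library, with no normalization and no pooling of replicates. The aligner, the counting program, the annotation and the use of strand were not stated in the material read here. The browser tracks of the study use mouse genome build GRCm38. The deposited counts came in 36410 rows, of which 19597 held a count of 0 in every library. All 9 columns were matched to samples by name. A symbol or single synonym in the RefSeq gene table of assembly GRCm38.p6 was found for 93.0% of the rows, and gene coordinates were taken from that table. There were 26 rows whose symbol had been turned into a date, which held 0.252% of all counts and were kept in the tests but not named. A further 288 rows carried an older symbol whose current symbol also had a row, and these held 0.224% of all counts. Such pairs can count the same fragments under both names, as for cGAS, which is listed under Cgas and under the older symbol Mb21d1. Both rows of a pair were kept and are reported separately. Matched mRNA libraries were not used here, so every value is a footprint abundance and not a ratio to mRNA.

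Library totals ran from 22504543 to 41888701 counts. A count of 3 in 1 library, the upper limit that a count of 0 allows, corresponds to between 0.0716 and 0.133 CPM (counts scaled to a library total of 1e6), depending on the library. This floor covers counting error only, since amplified fragments without molecular identifiers are not independent molecules. Where all 3 libraries of 1 group lay at or under 3 counts, a fold change is given as a lower bound, computed against that floor. An observed count of 1 to 3 allows more than a count of 0 does, so with such counts the bound is approximate.

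Differences were tested with the quasi-likelihood F test of edgeR 4.0.16 (limma 3.58.1, R 4.3.3) on the deposited counts, with TMM factors, the filterByExpr filter by group and the group means as the only terms. The fit held all 9 libraries, and 12678 genes passed the filter. P-values were adjusted by the Benjamini-Hochberg method over these genes, with 0.05 as the threshold. A fold change is given as log2 with its standard error (SE). The comparisons were HD-het against control, HD-homo against control and HD-homo against HD-het, plus 1 test of any difference among the 3 genotypes. CPM values were divided by TMM-scaled totals. The study's methods state no gene-level count test for these libraries, so the standard test was used.

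The following choices were made before the data were examined. The genes named were those whose ribosome profile the study examined or mentioned, and in each comparison the 3 genes with the largest rise and the 3 with the largest fall in fitted log2 fold change among those past the threshold. Such a gene also needed a mean of at least 10 CPM in the higher group, no overlap between the groups and a symbol that is not a predicted gene, clone or pseudogene. Lists of interferon-stimulated genes, autophagy genes, p53 targets, ATF4 targets and cytosolic ribosomal protein genes were written from general knowledge and tested with camera at a preset inter-gene correlation of 0.01, 2-sided, with Benjamini-Hochberg adjustment over the 15 tests. Lists of striatal markers and of sex-linked genes were fixed at the same time and only described. The alternatives were RLE size factors, total counts without composition factors, DESeq2 1.42.0, no filter, at least 10 counts in every library, a fit of only the 6 libraries compared, the replicate number as a block, an adjusted p-value under 0.01, a change of at least 2-fold, and leaving out each library in turn. For the lists, fry and camera with an estimated correlation were added.

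Other settings were chosen after the data were seen. These were a table without the rows under older symbols, and offsets that removed a loess trend (span 0.5) in GC content and transcript length from each library, with values for 98.2% of the tested genes. Both were taken from the longest protein-coding transcript of the gene in mouse GENCODE release M21, untranslated regions included, and not from the coding sequence alone. Separate controls for the correlation of both mutant lines were added too, as was the unfiltered table for the lists, the correlation and the test of any difference. Lists of 5'-terminal oligopyrimidine (TOP) mRNAs and of macrophage markers were also written after the first results and before their own test.

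The fit was tested on simulated counts for 12678 genes drawn from the means and sizes of these libraries, with 200 genes changed 2-fold or 4-fold. Only genes with a mean of at least 50 counts were changed, so the recovery does not describe genes with fewer counts. The fit recovered 95% of the changed genes at the threshold, and 6.40% of the called genes were unchanged. The changes were placed in 1 group, with rises and falls balanced. In the data 9944 genes differed among the genotypes, so these shares do not describe the fit where most genes change. The shared control libraries link the changes of both mutant lines even with no effect, and 20 simulations of unchanged groups gave the values set beside the observed ones. Replicates were compared for duplicated libraries by a chi-square of their counts, which was at least 7.76 per degree of freedom in every pair, so no pair was treated as 1 library. Figures were drawn with matplotlib 3.10.9.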

Results

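Ribosome profiling counts the short mRNA fragments that a ribosome shields from nuclease, and so reports how many ribosomes sit on each mRNA. Footprints were counted in control (STHdhQ7/Q7), HD-het (STHdhQ7/Q111) and HD-homo (STHdhQ111/Q111) striatal cells, with 3 libraries each. The control libraries held 26504463, 41888701 and 25927603 counts. The HD-het libraries held 26707175, 36470422 and 22781306 counts, and the HD-homo libraries 35230924, 24853032 and 22504543. Each genotype was represented by 1 cell line, so a difference between genotypes was at the same time a difference between lines.

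Replicates of 1 line resembled each other closely. The correlation of log2 counts between replicates was at least 0.986 across genes, which are not independent replicates. The biological coefficient of variation was 8.83% in control, 10.5% in HD-het and 15.97% in HD-homo cells, so the HD-homo replicates varied most. The 10 most abundant genes took 7.29% ± 0.220 of the counts in control (SD, n = 3), 10.6% ± 0.646 in HD-het (SD, n = 3) and 6.35% ± 0.247 in HD-homo cells (SD, n = 3). The highest row was Thbs1 in each HD-het library and Eef1a1 in each of the others. The first principal component carried 61.0% of the variance and set HD-homo apart from the other lines. The second carried 32.0% and set control apart from both mutant lines. Its scores ran from -72.4 to -64.3 in control, from 17.1 to 24.2 in HD-homo and from 45.7 to 48.5 in HD-het libraries.

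**Figure D1:**
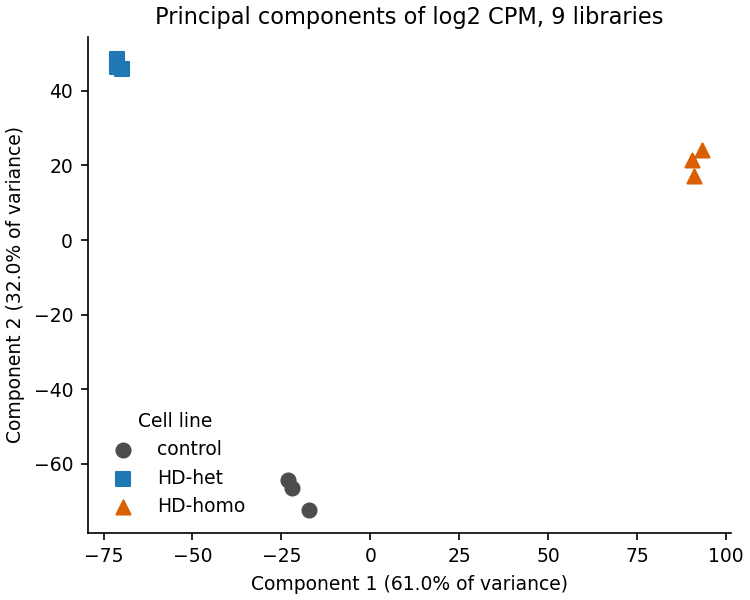
Scores of the 9 libraries on the first and second principal components of log2 CPM, 1 point per library, coloured by cell line. The 3 libraries of each line lie together, and the lines are separated along both axes, which carry 61.0% and 32.0% of the variance.

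To ask how far footprint abundance differed among the genotypes at all, both genotype terms were tested together. Of 12678 genes, 9944 differed among the 3 genotypes at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test. The alternative that moved this number most was the filter on at least 10 counts in every library, which tested fewer genes and gave 8552.

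The comparison of HD-het with control asks what 1 mutant allele goes along with. Here 3931 genes were higher and 3689 were lower in HD-het cells, which is 60.1% of the genes tested. A change of at least 2-fold was found in 1760 higher and 876 lower genes, and of at least 4-fold in 721 higher and 255 lower genes. The CPM values of both groups did not overlap in 71.2% of all genes, where chance gives 10%. Requiring at least a 2-fold change moved the counts most, and among the alternatives that kept the threshold it was the filter on at least 10 counts in every library, with 3355 higher and 3232 lower genes.

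The comparison of HD-homo with control asks the same of 2 mutant alleles. In HD-homo cells 2957 genes were higher and 2833 lower than in control, 45.7% of the genes tested. At least 2-fold changes were found in 1134 higher and 1048 lower genes, and at least 4-fold changes in 651 and 542. The groups did not overlap in 55.5% of genes. HD-homo cells had 4391 genes higher and 4164 lower than HD-het cells, and the groups did not overlap in 69.5% of genes. By number of calls in the fit of all 9 libraries the mutant lines thus differed more from each other than HD-het did from control, but the order turned in the fits of only the 6 libraries compared, with 3887 higher and 4001 lower genes between the mutant lines against 4155 and 3987 in HD-het against control, and also by the share of genes without overlap.

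The genes ranked highest by fitted log2 fold change came close to being present in 1 line and missing in another. Where a line is at the floor, this rank depends on the prior count of the fit and does not order the genes by measured change. Among those higher in HD-het than in control cells, Dnajc15 (chromosome 14, 77826217 to 77874917) had a count of 0 in each control library and 16.04 ± 1.27 CPM in HD-het cells (SD, n = 3), at least 161-fold higher. Bhlhb9 (chromosome X, 135841639 to 135891081) had 25.8 ± 3.05 CPM in HD-het cells and at most 1 count in a control library, at least 259-fold higher. The annotation of Bhlhb9 overlaps that of Gprasp2. Lrrn1 (chromosome 6, 107529726 to 107570228) rose from 0.0629 ± 0.0782 to 48.4 ± 8.92 CPM, a log2 fold change of 9.72 (SE 0.35), which was 8.93 without control replicate 2 and 11.32 without control replicate 3. In the other direction, Lxn (chromosome 3, 67457999 to 67463907), which overlaps Gfm1, dropped by 8.54 on the log2 scale (SE 0.23), from 131 ± 10.96 to 0.353 ± 0.123 CPM. Isyna1 (chromosome 8, 70594481 to 70597290) dropped by 8.31 (SE 0.21). Eva1b (chromosome 4, 126145709 to 126149875) was 116-fold lower when set against the floor, with counts of 3, 2 and 1 in the HD-het libraries. The adjusted p-values of these 6 genes in edgeR's test were at most 1.81e-08.

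Against control, the genes ranked highest by fitted rise in HD-homo cells were Mb21d1, an older symbol of cGAS, with Oas1a and Oas1g, all with a count of 0 in each control library. Other genes rose more by lower bound, among them Ccl5, Cgas and Bhlhb9 (at least 233-fold). Thbd and Ppbp were not at the floor in every control library. Their fitted log2 fold changes were 10.60 (SE 0.44) and 10.33 (SE 0.48), which is 1551-fold and 1291-fold. These estimates lie above the lower bounds, which does not order them against genes at the floor. Thbd had only 3, 5 and 3 counts in the control libraries. Oas1a (chromosome 5, 120896256 to 120907544) was at least 156-fold and Oas1g (chromosome 5, 120876142 to 120887613) at least 138-fold higher, with means of 15.6 ± 9.33 and 13.8 ± 8.44 CPM (SD, n = 3). These neighbours are near-identical copies, and how their shared fragments were divided was not stated, so the split between them is uncertain. Kcnip1 (chromosome 11, 33629339 to 33993348), which overlaps Kcnmb1 and predicted genes, was at least 234-fold lower in HD-homo cells. Tbx20 (chromosome 9, 24720812 to 24774303) was 250-fold lower when set against the floor, with counts of 2, 3 and 2 in the HD-homo libraries. Crabp1 (chromosome 9, 54764748 to 54773110) dropped by 8.88 on the log2 scale (SE 0.13), from 497 ± 27.5 to 1.06 ± 0.0987 CPM, with an adjusted p-value of 9.98e-12 in edgeR's test. Crabp1 lay at 93.5 ± 8.48 CPM in HD-het cells.

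Between the mutant lines, Ptgis (chromosome 2, 167203194 to 167252150) was higher in HD-homo than in HD-het cells by a log2 fold change of 8.85 (SE 0.49), Ppbp (chromosome 5, 90768518 to 90770063) by 8.70 (SE 0.43) and Thbd (chromosome 2, 148404471 to 148408188) by 8.68 (SE 0.38). Single HD-het libraries moved 2 of these values, since Ptgis was at 8.07 without HD-het replicate 2 and 9.49 without HD-het replicate 1, and Thbd at 9.58 without HD-het replicate 3. Ppbp reached 557 ± 270 CPM in HD-homo cells (SD, n = 3). Ptgis overlaps a predicted gene. Wbscr17 (chromosome 5, 130874343 to 131307522), now named Galnt17, which overlaps a predicted gene, was at least 114-fold lower in HD-homo cells. Lrrn1 was 438-fold lower there when set against the floor, with counts of 1, 2 and 2 in the HD-homo libraries. Megf10 (chromosome 18, 57133090 to 57297467), which also overlaps a predicted gene, dropped by 9.49 (SE 0.38), from 201 ± 43.4 to 0.300 ± 0.171 CPM. Each of these 6 differences had an adjusted p-value of at most 5.41e-08 in edgeR's test.

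The study followed the DNA sensor cGAS and its pathway. cGAS (Cgas, gene identifier 214763, chromosome 9, 78430518 to 78443237) had counts of 0, 2 and 0 in the control libraries, 57, 77 and 35 in the HD-het libraries and 1311, 1187 and 1097 in the HD-homo libraries. The mean was 1.98 ± 0.281 CPM in HD-het and 43.5 ± 6.31 CPM in HD-homo cells (SD, n = 3). Against the control floor this was at least 19.9-fold higher in HD-het and at least 437-fold higher in HD-homo cells, with adjusted p-values of 1.05e-06 and 8.17e-10 in edgeR's test. HD-homo exceeded HD-het cells by a log2 fold change of 4.44 (SE 0.18, adjusted p 5.13e-09, edgeR). The row under the older symbol Mb21d1 of the same locus held fewer counts, with 0 in each control library, 0.697 ± 0.0324 CPM in HD-het and 18.6 ± 4.20 CPM in HD-homo cells. Its lower bounds were 7.00-fold and 187-fold.

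Other DNA sensors were compared to see whether the rise was particular to cGAS. Aim2 (chromosome 1, 173349547 to 173466040) was near the floor in control cells and reached 0.383 ± 0.0820 CPM in HD-het and 1.29 ± 0.643 CPM in HD-homo cells, at least 3.85-fold and 12.95-fold higher. The annotation of Aim2 overlaps that of Cadm3. Hnrnpa2b1 (chromosome 6, 51460434 to 51470048) lay at 1686 ± 163 CPM in control, 1458 ± 55.0 CPM in HD-het and 1358 ± 206 CPM in HD-homo cells. Its log2 fold change of -0.21 (SE 0.11) in HD-het cells was not past the threshold (adjusted p 0.131, edgeR), and that of -0.31 (SE 0.11) in HD-homo cells was just past it (adjusted p 0.0430, edgeR). The latter call was lost, among other settings, with total counts (adjusted p 0.0704, edgeR), with only the 6 libraries compared (adjusted p 0.0695, edgeR) and in 5 of the 9 fits that each left out 1 library, and over all alternatives the log2 fold change ran from -0.42 to -0.20. Tlr9 (chromosome 9, 106222598 to 106226876) had a count of 0 in all 9 libraries, which allows at most 0.133 CPM in the smallest library.

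Downstream of cGAS, the signalling genes moved little and in different directions. Sting (Tmem173, chromosome 18, 35733678 to 35740554) lay at 12.1 ± 1.16 CPM in control, 7.08 ± 0.773 CPM in HD-het and 15.5 ± 0.983 CPM in HD-homo cells. Its log2 fold change was -0.78 in HD-het (SE 0.12, adjusted p 2.03e-04, edgeR) and 0.35 in HD-homo cells (SE 0.12, adjusted p 0.0262, edgeR). The call in HD-homo cells was lost without control replicate 1, control replicate 3 or HD-homo replicate 1, with adjusted p-values of 0.0867, 0.104 and 0.0675 in edgeR's test. Tbk1 (chromosome 10, 121546455 to 121586794) was lower in HD-het cells by a log2 fold change of -0.43 (SE 0.09, adjusted p 0.00168, edgeR), and its change of -0.16 in HD-homo cells was not past the threshold (SE 0.09, adjusted p 0.177, edgeR). Irf3 (chromosome 7, 44997648 to 45002848) did not pass it in HD-het cells (log2 fold change 0.19, SE 0.11, adjusted p 0.146, edgeR) and was lower in HD-homo cells (log2 fold change -0.58, SE 0.11, adjusted p 0.00124, edgeR). With offsets for GC content and transcript length the Irf3 change in HD-het cells passed the threshold, at 0.29 (adjusted p 0.0164, edgeR).

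The interferon regulator Irf7 and the chemokines rose far more. Irf7 (chromosome 7, 141263183 to 141266499) rose from 0.154 ± 0.0655 CPM in control to 0.837 ± 0.310 CPM in HD-het and 4.99 ± 1.499 CPM in HD-homo cells, with log2 fold changes of 2.49 (SE 0.47, adjusted p 8.73e-04, edgeR) and 5.04 (SE 0.39, adjusted p 1.26e-06, edgeR). Ccl5 (chromosome 11, 83525778 to 83530518) had at most 1 count in a control library, counts of 5, 6 and 6 in HD-het and of 1874, 1603 and 1480 in HD-homo cells. It was at least 2.14-fold higher in HD-het and at least 599-fold higher in HD-homo cells, and the mutant lines differed by a log2 fold change of 8.17 (SE 0.21, adjusted p 3.63e-10, edgeR). Its annotation overlaps a predicted gene. Cxcl10 (chromosome 5, 92346638 to 92348889), which lies within the annotated Art3 locus, rose from 0.492 ± 0.0414 CPM in control to 1.53 ± 0.256 CPM in HD-het and 117 ± 45.1 CPM in HD-homo cells. Its log2 fold changes against control were 1.67 (SE 0.42, adjusted p 0.00497, edgeR) and 7.90 (SE 0.33, adjusted p 8.88e-09, edgeR).

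**Figure D2:**
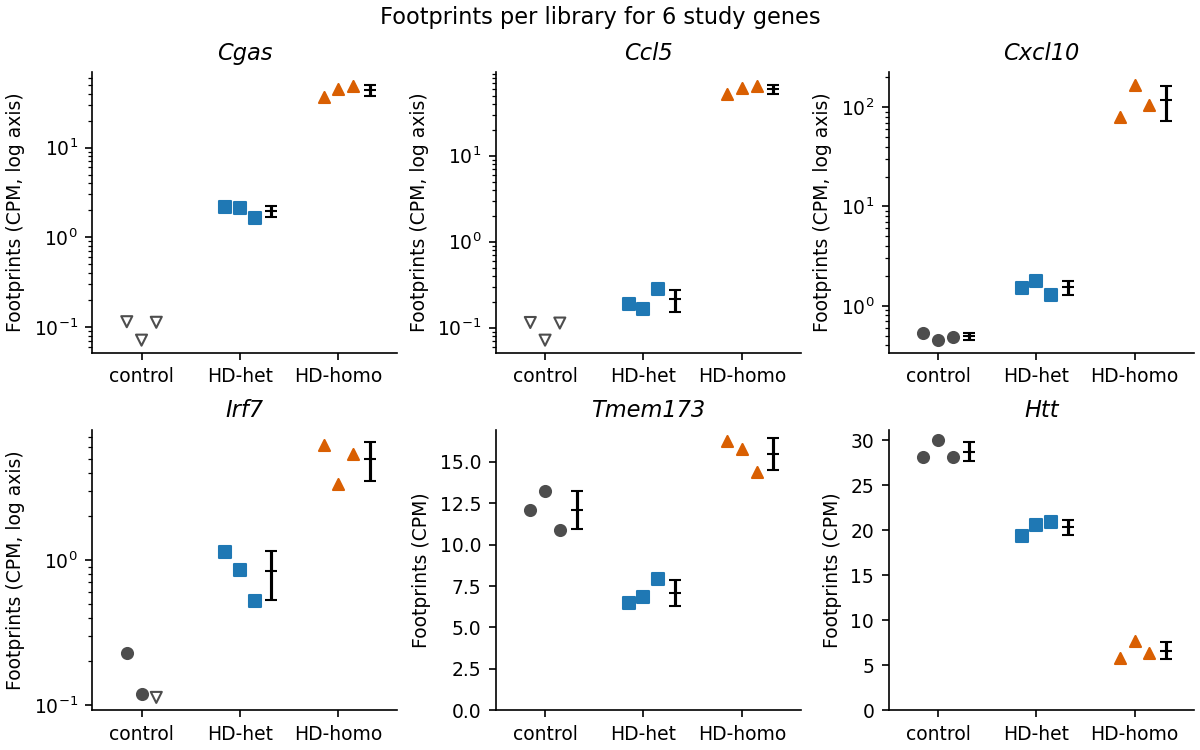
Footprints of 6 study genes in CPM, 1 filled point per library, with a bar for the mean ± SD of each line whose 3 libraries all lie above 3 counts. Open triangles mark libraries at or under 3 counts, drawn at that floor; 4 panels have a log axis, and the axes of Tmem173 and Htt start at 0. Cgas and Ccl5 reach means of 43.5 and 59.7 CPM in HD-homo cells, while Htt drops to 6.62 CPM.

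The autophagy genes encoding LC3A and LC3B were compared because the study asked about autophagy. Map1lc3a (chromosome 2, 155276364 to 155278073) rose from 32.8 ± 2.76 CPM in control to 44.9 ± 2.94 CPM in HD-het and 60.9 ± 3.07 CPM in HD-homo cells, with log2 fold changes of 0.46 (SE 0.09, adjusted p 0.00122, edgeR) and 0.89 (SE 0.09, adjusted p 1.20e-05, edgeR). Map1lc3b (chromosome 8, 121590438 to 121598760), whose annotation overlaps that of Zcchc14, rose by 0.25 in HD-het cells (SE 0.08, adjusted p 0.0189, edgeR) and did not pass the threshold in HD-homo cells (log2 fold change -0.06, SE 0.08, adjusted p 0.568, edgeR). The HD-het call of Map1lc3b was lost with total counts (adjusted p 0.0913, edgeR), without a filter (adjusted p 0.0588, edgeR) and without control replicate 1, control replicate 2 or HD-het replicate 1, and its adjusted p-value over all alternatives ran up to 0.0955. Fmr1 (chromosome X, 68678536 to 68717963) was higher in HD-homo cells by a log2 fold change of 0.75 (SE 0.10, adjusted p 8.26e-05, edgeR) and did not pass the threshold in HD-het cells (log2 fold change -0.12, SE 0.10, adjusted p 0.326, edgeR). Htt itself (chromosome 5, 34761721 to 34912534) fell with the number of mutant alleles, from 28.7 ± 1.07 CPM in control to 20.3 ± 0.819 CPM in HD-het and 6.62 ± 0.971 CPM in HD-homo cells. Its log2 fold changes were -0.50 (SE 0.11, adjusted p 0.00168, edgeR) and -2.12 (SE 0.11, adjusted p 5.96e-08, edgeR). With offsets for GC content and transcript length they were -0.90 and -1.85, outside the range of the other alternatives.

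Of the 14 study rows that could be tested, 11 passed the threshold in HD-het and 12 in HD-homo cells against control, and 13 between the mutant lines. The numbers were the same adjusted over the list alone. The study chose these genes on the same samples, so the list-alone count is not independent evidence.

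Lists of genes were tested to see whether whole processes shifted. Of 47 interferon-stimulated genes tested, 42 were higher in HD-homo than in control cells, with a median log2 fold change of 4.25, or 3.47 with genes at the floor set to their bound (camera adjusted p 5.98e-35). In HD-het cells 23 were higher and 5 lower, with a median of 1.499, or 0.55 at the bound (camera adjusted p 0.0252). ATF4 targets, which respond to amino acid and endoplasmic reticulum stress, were higher in HD-het cells in 31 of 44 genes (median 0.63, camera adjusted p 4.95e-04) and did not shift in HD-homo cells (median -0.04, camera adjusted p 0.879). Cytosolic ribosomal protein genes were lower in HD-het cells in 77 of 79 genes (median -0.68, camera adjusted p 3.05e-16), and in HD-homo cells their median of 0.18 did not pass the threshold (camera adjusted p 0.0991). The 50 autophagy genes passed the threshold in no comparison, with medians of 0.15 in HD-het and 0.11 in HD-homo cells (camera adjusted p 0.390 and 0.267). The 30 p53 targets passed it in none either, with medians of -0.18 and -0.06 (camera adjusted p 0.879 in both).

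Between the mutant lines, interferon-stimulated genes were higher in HD-homo than in HD-het cells (median 3.23, or 2.99 at the bound, camera adjusted p 1.09e-15), ATF4 targets were lower (median -0.57, camera adjusted p 0.00328) and ribosomal protein genes were higher (median 0.89, camera adjusted p 1.30e-15). Autophagy genes (median 0.05) and p53 targets (median 0.02) did not differ (camera adjusted p 0.879 in both). With fry, the 7 calls of camera held. With the correlation estimated from the data, the rise of interferon-stimulated genes in HD-homo against control cells held (adjusted p 0.0484) and the other 6 did not, with adjusted p-values from 0.120 to 0.714.

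**Figure D3:**
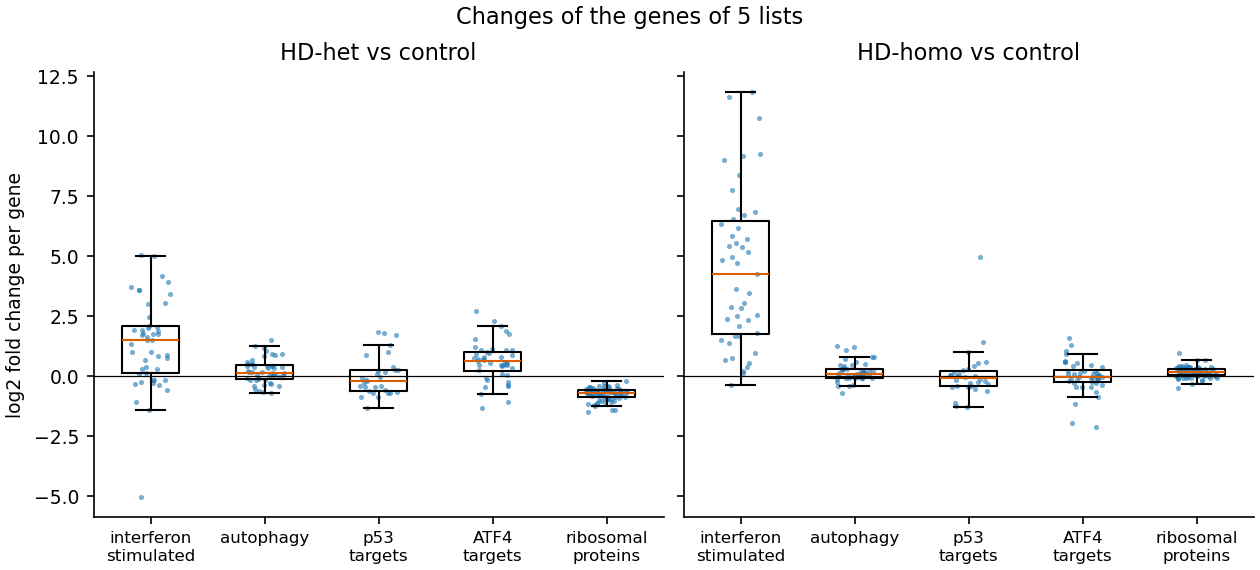
Log2 fold change of each gene of 5 lists against control, with HD-het on the left and HD-homo on the right. Points are genes, boxes span the quartiles with the median as a line, and whiskers reach the farthest gene within 1.5 box lengths; the interferon-stimulated genes have medians of 1.499 and 4.25 and the ribosomal protein genes of -0.68 and 0.18.

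Whether both mutant lines changed alike was tested on their changes against control. Across genes the log2 fold changes had a Pearson r of 0.297 and a Spearman rho of 0.129, and 53.3% of genes had the same sign. Unchanged groups simulated against shared controls gave 0.492, 0.462 and 66.6%. In that simulation the noise of the controls was shared and no gene changed, so these values are no measure of agreement for lines in which many genes changed. With separate controls for each line, which share no library, r averaged 0.239 and ran from 0.207 to 0.277. Of 3663 genes past the threshold in both lines, 2155 (58.8%) moved in the same direction, with 1209 higher and 946 lower in both. The other 1508 moved in opposite directions, of which 861 were higher in HD-het and lower in HD-homo cells and 647 the reverse.

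**Figure D4:**
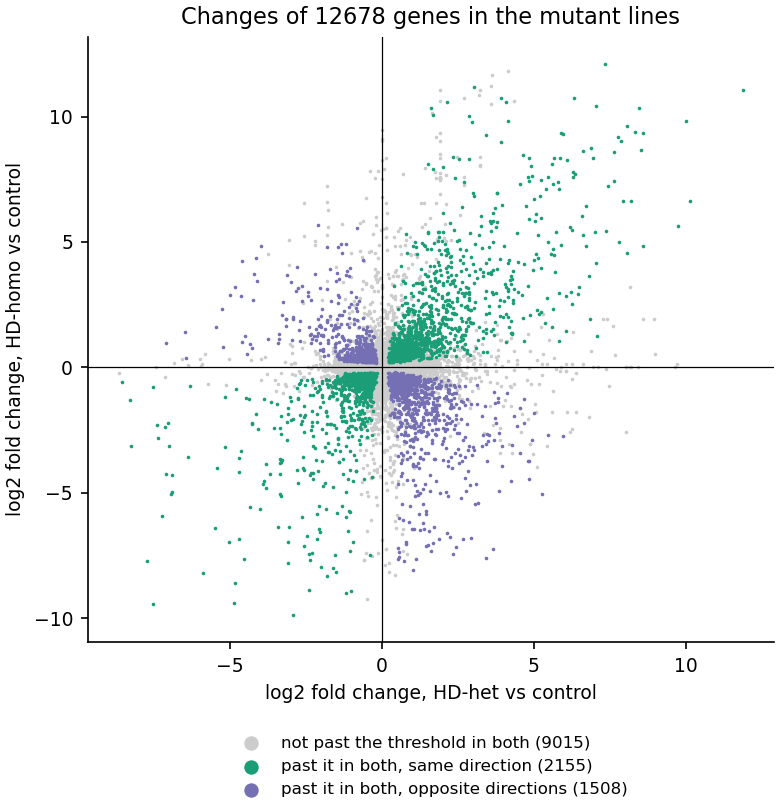
Log2 fold changes of 12678 genes in HD-het (horizontal axis) and HD-homo cells (vertical axis) against control, 1 point per gene. Of the genes past the threshold in both lines, 2155 moved in the same direction and 1508 in opposite directions.

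Gene changes were also laid out by chromosome. In HD-het against control cells the 516 tested genes of chromosome 15 had a median log2 fold change of -0.55, with 317 genes lower and 62 higher past the threshold, and the 340 genes of chromosome 18 had a median of 0.38, with 185 higher and 34 lower. The chromosome 15 median ran from -0.55 to -0.53 in the 3 HD-het libraries taken singly, and the chromosome 18 median from 0.36 to 0.40. In HD-homo cells the medians of these chromosomes were 0.04 and -0.02.

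**Figure D5:**
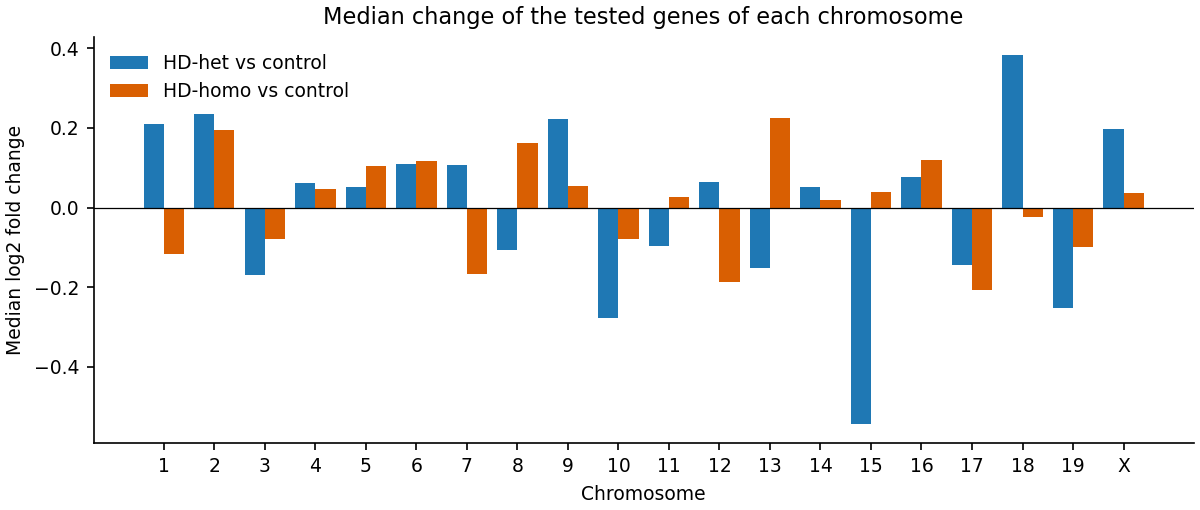
Median log2 fold change of the tested genes of each chromosome against control, with 1 bar for HD-het and 1 for HD-homo cells. Chromosome 15 has the lowest bar, at -0.55, and chromosome 18 the highest, at 0.38, both in HD-het cells.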

Values the study reported

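The study gave ratios of ribosome-protected fragments to mRNA, a different measure from the footprint abundances above. In HD-homo cells it reported a ratio of 14 for cGAS and of 2.2 for Aim2. For Irf7 it gave 1.5 in HD-homo and 2.2 in control cells. The ratio of Ccl5 was 3.5 in HD-homo cells, with few or no reads in the other lines. For Cxcl10 it reported 5.3 in HD-homo, 10.0 in HD-het and 3.2 in control cells.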

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

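The results here are those in which the changes of HD-het and HD-homo cells against the same controls differed by a direct test, HD-homo against HD-het, which equals the difference of both changes. The tests of a graded change, of a factor common to all genes of a line and of the sex of the lines were chosen only after the result was seen, and the TOP and macrophage lists were written after the first results.

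Among the study genes, the rise was larger in HD-homo than in HD-het cells for the cGAS row Cgas (log2 fold change HD-homo against HD-het 4.44), the older row Mb21d1 (4.73), Ccl5 (8.17), Cxcl10 (6.23), Irf7 (2.55) and Aim2 (1.71). Smaller differences in the same direction were found for Map1lc3a (0.44), Fmr1 (0.87), Tbk1 (0.27) and Tmem173 (1.13), which had moved in opposite directions against control. Htt (-1.62), Irf3 (-0.77) and Map1lc3b (-0.31) were lower in HD-homo cells. Offsets for GC content and transcript length took Map1lc3a below the threshold, at 0.20, so the difference of that gene may be a bias of this kind. The same offsets brought Htt to -0.95 and Ccl5 to 7.53, so part of these differences may be such a bias, but both stayed past the threshold. Tbk1 lost its call with the fit of only 6 libraries (0.24) and without HD-het replicate 3 or HD-homo replicate 2, where its adjusted p-values were 0.0571 and 0.0578. The other 11 differences were past the threshold in the same direction under every alternative that tested them.

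Several technical explanations apply to the many genes that differ between each pair of lines. The values argue against each as the whole cause, although the splits alone cannot decide on chance in the pairwise comparisons. Shifts of whole chromosomes were tested for 2-fold changes only. With the GC and length offsets at least 99.2% as many genes passed the threshold in each comparison, and without the rows under older symbols at least 98.7%. The offsets exchanged some of the genes. In HD-het against control 6840 of the 7620 main calls stayed, and in HD-homo against control 5365 of 5790. Between the mutant lines 7547 of 8555 stayed. After removal of each chromosome's median, at least 84.3% of the genes with 2-fold changes kept them. The largest of these medians was 0.67, for chromosome 15 between the mutant lines. Called changes under 2-fold, on which a shift of this size weighs more, were not tested this way. As for chance, 1 of the 10 splits of the 6 libraries gave as many genes in each pairwise comparison, which was the real split. These splits alone cannot decide the question, since 10 splits cannot give a share under 0.1. The other splits, which mix libraries of both lines, gave 0 genes, against 7620, 5790 and 8555 for the real ones. In simulated counts with the spread of these libraries, 2 unchanged groups also gave 0 called genes, which argues against chance as the whole cause. For any difference among the genotypes, 1 of 100 splits of the 9 libraries drawn gave as many, again the real split, and the highest of the others gave 4566 genes. A difference of sex between the lines is excluded, since the Y-linked Ddx3y and Eif2s3y both had at least 1323 counts in every library. Each genotype is a single line, so a separate history of the lines stays open beside the Htt alleles, and neither was tested.

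Interferon-stimulated genes differed between the mutant lines (camera adjusted p 1.09e-15, from 6.35e-20 to 0.120 over its alternatives). A few members do not carry the rise in HD-homo cells, where 89.4% of the tested members were higher than in control. Immune cells in the HD-homo cultures are not a likely source. Of 14 macrophage markers, 3 reached 1 CPM in HD-homo libraries against 2 in control and 2 in HD-het libraries. Cd14 was higher in HD-homo (9.24 CPM) than in control (4.09 CPM) and HD-het libraries (2.86 CPM). Csf1r was higher too, at 1.06 CPM against 0.339 and 0.380 CPM. The abundant Lyz2 reached only 0.149 CPM in HD-homo libraries, from 0 in control, and Ctss 0.125 CPM, from 0.0539. Tyrobp was at 0 in all lines. A state of the HD-homo line itself, with or without a link to its Htt alleles, remains open as a hypothesis and was not tested further.

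ATF4 targets were higher in HD-het than in HD-homo cells (camera adjusted p 0.00328, from 9.25e-05 to 0.428 over its alternatives). The offsets for GC content and length left this difference past the threshold, at 0.00246, so that trend is not its whole cause. With the estimated correlation, the adjusted p-value of 0.428 leaves open whether the genes of the list moved together for another reason.

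Ribosomal protein genes were lower in HD-het cells and differed between the mutant lines (camera adjusted p 1.30e-15, from 1.22e-19 to 0.253 over its alternatives). The offsets moved the median of the list in HD-het cells from -0.68 to -0.40, so GC content and length may account for part of the fall but not for all of it. Fragments shared with pseudogenes of these families would not by themselves lower 18 other TOP mRNAs, which are regulated alike and are not of these families. Their median was -0.83, and 17 of them were lower. Pseudogenes of the TOP mRNAs themselves were not examined, and how shared fragments were counted was not stated. Sharing with pseudogenes therefore stays open. Abundant genes such as Thbs1 taking a larger share would lower all others alike. The medians of 10000 random lists matched on abundance had a middle value of -0.20, so equally abundant genes fell too. The lowest of these medians was -0.44, which is above -0.68. The random lists were compared without the offsets, so they do not cover the -0.40 left with them. A lower translation of TOP mRNAs in the HD-het line is a hypothesis that remains, and a lower amount of these mRNAs was not tested, since mRNA libraries were not used here.

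The 1508 genes that moved in opposite directions in both lines are part of a wider pattern in which HD-het cells do not lie between the others. Among the 9944 genes that differed, the HD-het mean lay between control and HD-homo in 21.1%, above both in 39.5% and below both in 39.4%. In 5530 genes, HD-het cells were past the threshold against both other lines in 1 direction. This argues against a change graded by the number of mutant alleles in most genes, although the share was 45.9% among 2182 genes changed at least 2-fold in HD-homo cells. A factor common to all genes of a line, from library size or composition, would move them in 1 direction, whereas 2759 of these genes were higher and 2771 lower in HD-het cells. TMM evens out such numbers, but with total counts 2474 were higher and 3084 lower, which argues against such a factor as the whole cause. Features of the HD-het line apart from Htt stay open.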

How the results depend on the processing

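The numbers of genes in each comparison stayed within 1.5 times the main number under every alternative that kept the fold threshold. In the 9 fits that each left out 1 library, HD-het against control gave from 3417 to 4155 higher and from 3319 to 3914 lower genes, HD-homo against control from 2313 to 2965 and from 2352 to 3022, and HD-homo against HD-het from 4073 to 4384 and from 3874 to 4188. Any difference among the genotypes gave from 9441 to 10076. Requiring a 2-fold change, which by construction removes small changes, left 1760 and 876 genes in HD-het against control, 1134 and 1048 in HD-homo against control and 1403 and 2057 in HD-homo against HD-het. Thus among larger changes more genes were lower than higher in HD-homo against HD-het cells. No scaling moved the share of higher calls by 10 percentage points.

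The replicate numbers did not pair the samples, since libraries of the same number deviated from their group means with correlations from -0.356 to 0.175. With the replicate block, 3825 genes were higher and 3638 lower in HD-het against control, 2803 and 2703 in HD-homo against control and 4309 and 4097 in HD-homo against HD-het. The block also took Hnrnpa2b1 in HD-homo against control out of the called genes, at an adjusted p-value of 0.0683 in edgeR's test against 0.0430 without it, within a range from 0.00759 to 0.137 over all alternatives.

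The correlation of both changes against control was 0.202 with at least 10 counts in every library, 0.319 without a filter and 0.239 with separate controls, and ran from 0.279 to 0.325 without 1 library. It was thus lower with the filter on counts in every library. That filter also removes genes nearly absent in 1 line, and with them large changes, so the cause of the lower value is not separated.

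Lists depended mainly on the test. With the estimated correlation, adjusted p-values rose past the threshold for interferon-stimulated genes in HD-het against control (0.714) and HD-homo against HD-het (0.120), for ATF4 targets in the same comparisons (0.339 and 0.428) and for ribosomal protein genes (0.253 in both). With fry, which tests for a shift of the list in 1 direction without comparing it with other genes, autophagy genes passed it in HD-het (0.00578) and HD-homo cells (0.00531), and ribosomal protein genes in HD-homo cells (0.0205). The latter also passed it with at least 10 counts in every library (0.0383) and without a filter (0.0248), and ran from 0.0442, without HD-homo replicate 2, to 0.256 when 1 library was left out. The causes were not tested.

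Directions turned only far from the threshold. With at least 10 counts in every library this held for autophagy genes (0.997) and p53 targets (0.895) in HD-homo against HD-het, whose adjusted p-values ran from 0.844 to 0.997 without 1 library. Without 1 library, directions also turned for p53 targets (0.733 to 0.975) and ATF4 targets (0.789 to 0.997) in HD-homo against control, and for Hnrnpa2b1 in HD-homo against HD-het, whose log2 fold change ran from -0.20 to 0.0118. That difference of Hnrnpa2b1 passed the threshold only with offsets for GC content and transcript length (log2 fold change -0.32, adjusted p 0.0194, edgeR), and its adjusted p-value ran up to 0.925 over the other alternatives. Of 59 results for named genes, 52 kept their direction and side of the threshold under every alternative. Named genes with low counts in some line gave no value with at least 10 counts in every library. Depth limits the genes at the floor to lower bounds, since a count of 0 does not exclude an abundance of up to 0.0716 CPM in the deepest control library.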

Other observations

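The tests on chromosomes 15 and 18 and on the surroundings of Htt were chosen after the medians or values that prompted them had been seen, except the test of a lost segment around Htt. Mfsd10 was chosen after its values were seen.

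Chromosome 15 was shifted down as a whole in HD-het cells. All 11 of its 10 Mb bins with at least 10 tested genes had a negative median, from -1.01 to -0.09. None of 10000 random lists of genes from other chromosomes, matched on abundance, had a median as low, the lowest being -0.12. Such lists do not carry the spread between chromosomes. Several other chromosomes also had medians under -0.12, the lowest of them being chromosome 10 at -0.28. The upper quartile of its genes lay 0.60 lower than that of other chromosomes (a shift of -0.60), as much as the lower quartile (-0.61), so the whole distribution was displaced and not only a subset of genes. Offsets for GC content and transcript length left the median at -0.57, which argues against that bias. A copy number of chromosome 15 that is lower in the HD-het line than in the other lines may explain the shift, as a hypothesis, since no DNA was measured here.

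Chromosome 18 was shifted up in the same cells. All 9 of its bins had a positive median, from 0.22 to 0.63. None of 10000 random lists had a median as high, the highest being 0.22, but chromosome 2 also lay above that value, at 0.23. The lower quartile was displaced by 0.42 and the upper quartile by 0.36. The offsets left a median of 0.34. A higher copy number of chromosome 18 in the HD-het line is a candidate explanation on the same terms. Such shifts could place genes among those that differ without any link to the Htt alleles, although they account for a small part of the 2-fold changes, of which 84.3% or more stayed after the chromosome medians were removed.

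Htt footprints fell by 2.12 on the log2 scale in HD-homo cells. Loss of a chromosome segment around Htt is argued against, since the 44 other tested rows within 2 Mb had a median log2 fold change of 0.13. Of windows with as many neighbouring genes, 73.8% had a median as low or lower. Nsd2 and Whsc1 among these rows are symbols of the same locus with the same values. A lower amount of mRNA from the knock-in allele, or fewer ribosomes on it, was not tested, and neither was the effect of the altered exon on the mapping of fragments.

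Mfsd10 lies 128 kb from Htt on chromosome 5 (34633644 to 34637215) and rose in steps with the number of mutant alleles. It had 1, 5 and 1 counts in the control libraries, 18.1 ± 4.62 CPM in HD-het and 40.2 ± 6.59 CPM in HD-homo cells (SD, n = 3), with log2 fold changes against control of 7.85 (SE 0.35, adjusted p 3.33e-08, edgeR) and 9.01 (SE 0.34, adjusted p 4.11e-09, edgeR). A haplotype around the mutant allele that changes many neighbours in steps is argued against. Of the 44 rows near Htt, 7 differed with HD-het between the other lines (15.9%, against 16.5% of all tested genes). As many or more were found in 56.6% of windows. Spon2, 1548 kb from Htt and also chosen after its values were seen, was low in control (0.168 ± 0.0634 CPM) and higher in HD-het (2.76 ± 1.16 CPM) and HD-homo cells (3.61 ± 1.41 CPM; SD, n = 3 each). Its log2 fold changes against control were 3.90 (SE 0.49, adjusted p 4.84e-05, edgeR) and 4.32 (SE 0.48, adjusted p 2.37e-05, edgeR), and the mutant lines did not differ past the threshold (log2 fold change 0.41, SE 0.33, adjusted p 0.290, edgeR). Changes of single genes near Htt that travel with the mutant allele were not tested.

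The striatal marker list shows what these cells translate. Drd1 and Drd2, the dopamine receptors of striatal projection neurons, had a count of 0 in all 9 libraries. Ppp1r1b lay at 12.04 ± 5.01 CPM in control, 5.18 ± 1.65 CPM in HD-het and 10.5 ± 5.90 CPM in HD-homo cells, and Meis2 at 25.9 ± 1.87, 38.1 ± 3.51 and 10.6 ± 2.17 CPM (SD, n = 3 each). The Y-linked Kdm5d and Uty were present at 2.00 and 2.21 CPM in control cells. There were 23 genes at or under 3 counts in every control library with at least 10 CPM in another line, against 7 such genes for HD-het and 14 for HD-homo libraries. No explanation was tested for these values.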
